A study of Homo sapiens with 14 samples. Its data were reported in "Natural display of nuclear-encoded RNA on the cell surface and its impact on cell interaction" (2020).

How the data were processed

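Peripheral blood mononuclear cells (PBMCs, the lymphocytes and monocytes of human blood) were assayed by Surface-FISHseq. In this assay, labelled oligonucleotide probes are hybridized to RNA on the outside of unpermeabilized cells, and RNA bound to the probes is pulled down and sequenced. The 14 libraries carry 1 of 6 group codes in their titles, which were read together with the study's description of its 3 experiments. In the membrane experiment, 3 MP libraries (probe pulldown from purified membranes) were set against 3 MT libraries (total membrane RNA). In the FACS experiment, in which probe-positive cells were first collected by fluorescence-activated cell sorting, 2 FP libraries were set against 2 FN libraries (pulldown with a probe against a Drosophila RNA). In the psoralen experiment, in which probes were photo-crosslinked to their targets, 1 PP library was set against 3 PN libraries, numbered 1, C1 and C2, which the study describes as 3 different control treatments. Donors are called A to D here. Same-numbered MP and MT libraries share a donor in their titles, and both FP libraries carry donor B while both FN libraries carry donor A, so donor and group could not be separated in the FACS experiment if the titles are right. The study's description and the file headers instead pair the FP and FN libraries.

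The values are whole-number counts of read pairs per gene that the authors deposited, 1 table per library and 64837 genes per table, with no normalization. Per the file headers the counts were made with featureCounts 1.6.4 over exons summed by gene, without the strand option in any of the 14 files, and with GENCODE release 29 of the GRCh38 genome, including patches, haplotypes and scaffolds. The study's methods name another GENCODE release. Per the same methods, reads were trimmed, aligned with STAR and counted only where uniquely mapped. Reads of near-identical genes (ribosomal protein genes and their processed pseudogenes, HBG1 and HBG2, mitochondrial genes and their nuclear copies) were therefore partly lost, and without strand the counts of genes that overlap on opposite strands cannot be separated. Gene symbols and biotypes were taken from GENCODE release 44 by identifier and were found for 58252 of the 64837 identifiers. Positions are those of the deposited tables, 1-based on GRCh38. On patches, haplotypes and scaffolds there were 6116 genes.

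Each experiment was fitted alone with DESeq2 1.42.0 in R 4.3.3, guided by the study's methods, which name DESeq2, a filter on normalized counts and thresholds on FDR and fold change. The values of the filter and thresholds follow those methods: normalized counts over 5, a Benjamini-Hochberg adjusted p under 0.15 and a change of more than 2-fold. Chosen here were median-of-ratios size factors, the mean over libraries for the filter, and a Wald test with DESeq2's own independent filtering. A gene was called higher or lower by its direction in MP, FP or PP. Fold changes printed for single genes against a group in which no library had more than 3 counts were computed against that floor and are lower bounds. Medians over genes use the DESeq2 estimates. Overlaps of called genes were tested with Fisher's exact test (two-sided) over the genes tested in both experiments, and against 10000 random gene sets of the same sizes drawn within 10 bins of mean count. Fixed lists of 11 monocyte and 16 lymphocyte genes were compared through the difference of their median log2 fold changes, against 10000 pairs of random lists matched on mean count. The mitochondrial share and the number of genes listed after down-sampling to the smallest library of an experiment were compared between MP and MT by exact permutation tests (two-sided), whose smallest possible p is 0.1 with 3 libraries per group. Intervals on shares are 95% Wilson intervals, and the floor of a library is 3 counts. Both cover counting error only, since amplified read pairs without molecular identifiers are not independent molecules. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

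The named genes followed a rule fixed before the data were examined: the 11 genes that the study took forward, 8 marker or nuclear genes (CD14, LYZ, CD3E, CD8A, NKG7, MS4A1, MALAT1 and NEAT1), in each experiment the 5 genes called higher and the 3 called lower with the smallest adjusted p whose groups did not overlap in normalized count, and up to 5 genes called higher in all 3 experiments. Of the genes so chosen 1, and of the erythroid list used later 1, is not reported here and was not replaced. Other genes are named with a statement that they were chosen later. The alternatives were edgeR 4.0.16's quasi-likelihood test with TMM, size factors from total counts or from TMM, no count filter, a mean normalized count over 20, an adjusted p under 0.05, 1 fit of all 14 libraries, the replicate number as a block, and leaving out each replicate. The fit of all 14 libraries was run without independent filtering. Size factors adjusted for gene length were added after the data had been seen.

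The fits were tested on simulated counts with 200 genes changed 8-fold. The changed genes were drawn from the more highly counted genes only, so the recovery does not speak for genes of low count. Every gene was given the same dispersion, without repeated draws. At the median dispersion of the membrane libraries (0.0908), DESeq2 recovered 200 of the 200 changed genes among 2811 tested genes, and 11.9% of its calls were false. At the median dispersion of the FACS libraries (1.53), it recovered 26 of 200 among 6584 tested genes and 85.6% of its 187 calls were false, while edgeR made 0 calls among 8803 tested genes. At that of the psoralen libraries (6.89), DESeq2 recovered 43 of 200 among 1919 tested genes and 87.9% of its 430 calls were false, while edgeR again made 0 calls, among 5971 tested genes. With the dispersion set to 0.1, DESeq2 recovered 200 of 200 genes in the FACS layout and 189 of 200 in the psoralen layout. In the FACS and psoralen layouts, the threshold on adjusted p therefore did not hold the share of false calls at its stated rate. That holds for counts simulated at the median spread of their libraries, and not for each single gene.

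Library totals ranged from 22406 counts (PN C1) to 3097493 counts (PP). A tag in the file headers, ds, is unexplained and may mean down-sampled, so these totals may not be the full depth. No pair of libraries of a group agreed within sampling noise: the chi-square per degree of freedom between replicates was 1.50 or more in each pair, so all libraries were counted separately.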

Results

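RNA recovered from the surface of human PBMCs was measured in 14 libraries from 3 Surface-FISHseq experiments, each with its own control libraries. The membrane experiment had 3 pulldown libraries (MP) and 3 total membrane libraries (MT), the FACS experiment had 2 test libraries (FP) and 2 control libraries (FN), and the psoralen experiment had 1 test library (PP) and 3 control libraries (PN). The MP libraries held from 1303750 to 1551626 assigned counts, whereas the MT libraries held from 131306 to 175403. The FN and FP libraries held from 1255195 to 1631958 counts. The psoralen libraries were uneven, with 3097493 counts in PP, 1285803 in PN 1, 22406 in PN C1 and 491053 in PN C2. The floor of 3 counts therefore stood at 0.969 CPM in PP and at 134 CPM in PN C1.

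The MT libraries listed more genes than the MP libraries at a lower total. At least 1 count was found for 31982 ± 1324 genes in MT (mean ± SD, n = 3) and for 17420 ± 541 genes in MP (n = 3). After down-sampling to 131306 counts per library, 30328 ± 379 genes were listed in MT and 10643 ± 96.8 in MP, and every MP library lay below every MT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). With at least 5 counts required, the difference at equal depth was smaller, 8119 ± 115 genes in MT against 4492 ± 86.3 in MP. The FN and FP libraries listed from 10548 to 11095 genes, and PN C2 listed 27490 genes where PN 1 listed 3692. Mitochondrial genes took 16.3% ± 1.14 of the counts in MP and 4.21% ± 2.49 in MT (SD, n = 3 each; exact permutation test, two-sided, p = 0.1, again the smallest possible). Their share was 17.5% ± 0.430 in FP and 9.29% ± 3.03 in FN (SD, n = 2 each). In the single PP library it was 17.7% (95% Wilson interval 17.7 to 17.8). The PN libraries, which differ in treatment, gave 9.86% (9.81 to 9.91) in PN 1, 33.3% (32.7 to 33.9) in PN C1 and 11.5% (11.4 to 11.6) in PN C2.

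**Figure D1:**
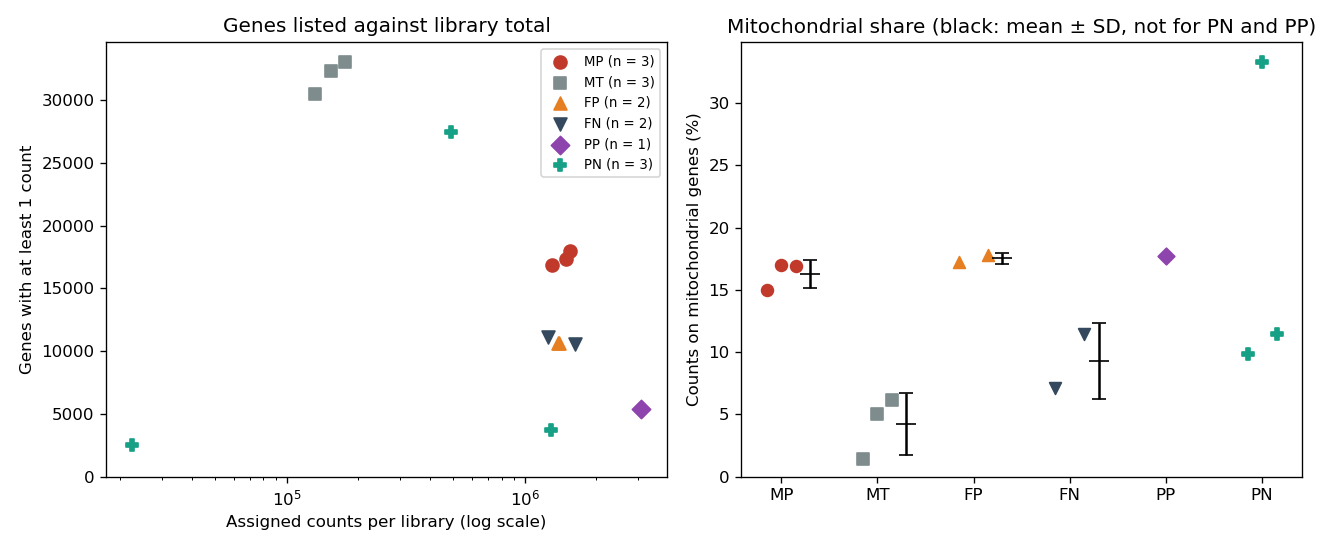
Left, genes with at least 1 count against assigned counts per library (log scale) for the 14 libraries, with the 3 MT libraries at 30520 to 33099 genes and at most 175403 counts. Right, percent of counts on mitochondrial genes per library, with the mean and SD beside the groups of replicate libraries; the 3 MP libraries lie between 15.0% and 17.0% and the 3 MT libraries between 1.42% and 6.18%.

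The membrane experiment asked which RNAs the surface probes enriched over total membrane RNA. Of 13600 genes tested with DESeq2, 3629 were called higher in MP and 6179 were called lower, so that 37.0% of the calls were higher. The median log2 fold change of the tested genes was −0.64. The split depended on the scaling: with size factors from total counts 2543 genes were higher and 8631 lower (22.8% higher, median −1.74), and with TMM factors 4620 were higher and 4911 lower (48.5% higher, median 0.09). The higher calls moved most in a fit of all 14 libraries together, which called 202 genes higher and 12435 lower, and the lower calls ranged from 1066 at a mean normalized count over 20 to 16599 without a count filter. With the replicate number as a block, 3100 genes were higher and 5672 lower, although same-numbered MP and MT libraries did not deviate together (r = −0.064 across 4614 genes, which are not independent replicates). The normalized counts of the groups did not overlap for 3993 higher and 6149 lower genes, 74.6% of those tested, where chance gives 10%. Of the genes called lower, 2199 had 0 counts in all 3 MP libraries. Protein-coding genes made up 94.2% of the higher calls and 73.7% of the lower calls.

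The smallest adjusted p among genes higher in MP belonged to RPL37 (ENSG00000145592.13, chromosome 5, 40825262 to 40835335). Its normalized count was 1542 ± 111 in MP (SD, n = 3). It had from 6 to 20 counts in each MT library, and its log2 fold change was 5.68 (SE 0.28, DESeq2 adjusted p = 2.10e-89). Also named by the rule were RPS24, TPT1 and NACA, with log2 fold changes of 5.67, 6.16 and 5.38. All 4 are protein-coding, and RPL37 and RPS24 encode ribosomal proteins whose reads can be shared with processed pseudogenes. Lower in MP were TTN (ENSG00000155657.26, chromosome 2, 178525989 to 178830802), at 32.9 ± 2.47 normalized counts in MP and 377 ± 37.6 in MT, and FSIP2 (log2 fold change −5.13), both protein-coding. The long noncoding gene HELLPAR, whose counted exons span 205012 bases on chromosome 12, had a log2 fold change of −3.52 (SE 0.16, adjusted p = 2.93e-109).

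The FACS experiment asked which RNAs were enriched from probe-positive sorted cells over the control probe. Of 6841 genes tested with DESeq2, 118 were called higher in FP and 252 lower (31.9% higher). With edgeR's quasi-likelihood test, 5 genes were higher and 46 lower, the largest fall in total calls among the alternatives that called any gene. The 5 genes higher by edgeR were ARHGAP5, MIB1, NUP62CL, MT-RNR1 and MT-RNR2, the last named after its values were seen. Size factors from total counts gave 244 higher and 208 lower genes (54.0% higher), and restricting the test to mean normalized counts over 20 gave 382 higher and 474 lower genes (44.6% higher). Counts simulated with every gene at the median dispersion of these libraries gave DESeq2 calls of which 85.6% were false. The calls as a set therefore carry little weight. That share does not give the error of a single gene, whose own spread can be smaller or larger. The groups did not overlap for 1395 higher and 1346 lower genes, 40.1% of those tested, where chance gives 33.3%. Both FP libraries carry donor B in their titles and both FN libraries donor A. The study describes test and control libraries made from the same cell samples, and the file headers also tag same-numbered FP and FN libraries alike. If the titles are right, a donor difference cannot be separated from the group difference.

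Among genes higher in FP, the mitochondrial ribosomal RNA MT-RNR1 (ENSG00000211459.2, chromosome M, 648 to 1601) had 15486 ± 1456 normalized counts in FP and 7684 ± 623 in FN (SD, n = 2 each), a log2 fold change of 1.01 (SE 0.18, DESeq2 adjusted p = 4.48e-06). MIB1 (ENSG00000101752.11, chromosome 18, 21704957 to 21870957, protein-coding) had 500 ± 116 against 54.0 ± 17.8 (log2 fold change 3.21, SE 0.63, adjusted p = 6.40e-05). ARHGAP5 had 200 and 120 counts in FP and 0 in both FN libraries, and was at least 44.1-fold higher. NUP62CL was at least 53.8-fold higher, and ZNF202 at least 35.7-fold. Among genes lower in FP, RPL32 (ENSG00000144713.12, chromosome 3, 12834485 to 12841588) had 157 and 191 counts in FP and 2010 and 2124 in FN, a log2 fold change of −3.82 (SE 0.33, adjusted p = 1.56e-26). RPS29 fell by 4.35 on the log2 scale.

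The psoralen experiment compared the cross-linked PP library with 3 different control treatments. PP has no replicate, so the comparison describes that library. The size factors rested on the 653 genes with counts in all 4 libraries, and 1 count in PN C1 corresponded to 15.8 normalized counts. Of 3453 genes tested with DESeq2, 14 were called higher in PP and 1408 lower (0.985% higher, median log2 fold change −7.12). Adjusted p of the 14 genes ranged from 0.139 to 0.149. The alternative that moved this result most among the tests on the experiment alone was edgeR, which called 0 genes in either direction and found 0 genes with an unadjusted p under 0.05. Total-count factors gave 79 higher and 603 lower genes (11.6% higher, median −0.19), and TMM factors gave 118 higher and 505 lower (18.9% higher, median 0.26). Counts simulated with every gene at the median dispersion of these libraries gave DESeq2 calls of which 87.9% were false. That dispersion includes the differences between the control treatments. Without a test, 771 genes with a mean normalized count over 5 lay more than 2-fold above the highest PN library.

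The genes with the smallest adjusted p among those higher in PP were DCTN5 (ENSG00000166847.9, chromosome 16, 23641392 to 23677455), with 3584 counts in PP and 0 in the 3 PN libraries, and CBX3 (ENSG00000122565.18, chromosome 7, 26201162 to 26213356), with 10272 counts in PP and 10, 1 and 3 counts in PN 1, C1 and C2. PCCB, CWC15 and SERTAD2 had 3672, 6241 and 3499 counts in PP and at most 3 in any PN library. Against the floor, which PN C1 sets high, these genes were at least 5.42-fold (DCTN5), 5.55-fold (PCCB), 9.44-fold (CWC15) and 5.29-fold (SERTAD2) higher. Of the genes called lower, 1074 had 0 counts in PP. CENPC (ENSG00000145241.10, chromosome 4, 67468748 to 67545606), which had the smallest adjusted p, owed its signal to PN C2 alone, with 2697 counts there, 7 in PN 1, 1 in PN C1 and 0 in PP. NOVA1 and PROX1-AS1 followed the same pattern, with 1825 and 1595 counts in PN C2.

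**Figure D2:**
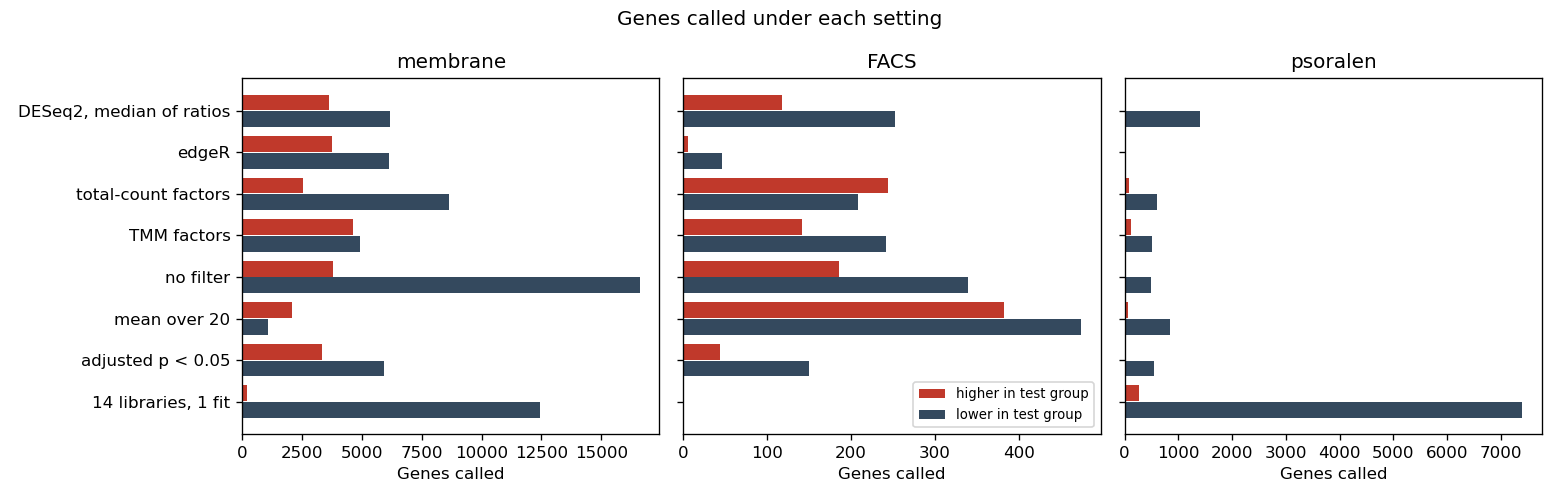
Number of genes called higher (red bars) and lower (dark bars) in the test group of each experiment under the DESeq2 fit and 7 alternatives, on linear axes from 0. Calls in the membrane experiment number at least 1066 in each direction apart from the 202 higher genes of the fit of all 14 libraries, while the 118 higher genes of the FACS experiment range from 0 to 382 and the 14 of the psoralen experiment from 0 to 269.

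The sets of genes called higher in the 3 experiments were compared pairwise. Of 6468 genes tested in both the membrane and the FACS experiment, 32 were higher in both, 2756 in MP alone and 70 in FP alone, an odds ratio of 0.599 (Fisher's exact test, two-sided, p = 0.0156, Benjamini-Hochberg adjusted over the 3 pairs 0.0235). The membrane and psoralen experiments shared 11 genes among 3143 tested in both, an odds ratio of 4.78 (Fisher's exact test, p = 0.0123, adjusted 0.0235). The FACS and psoralen experiments shared 1 gene among 2437, an odds ratio of 4.58 (Fisher's exact test, p = 0.212, adjusted 0.212). Random gene sets of the same sizes matched on mean count shared 47.0 genes on average between membrane and FACS (95% of draws from 38 to 56), above the 32 observed. They shared 7.17 between membrane and psoralen (from 4 to 11), with 354 of 10000 draws reaching the 11 observed. With edgeR the odds ratio of membrane and FACS was 1.00 from 2 shared genes, MT-RNR1 and MT-RNR2.

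A single gene was called higher in all 3 experiments, PTGES3 (ENSG00000110958.15, chromosome 12, 56663341 to 56688408, protein-coding). Its normalized count was 233 ± 14.8 in MP and 11.5 ± 4.54 in MT (SD, n = 3 each; log2 fold change 4.29, SE 0.39, DESeq2 adjusted p = 1.97e-26). It was 903 ± 331 in FP and 366 ± 73.1 in FN (n = 2 each; log2 fold change 1.30, SE 0.45, adjusted p = 0.0996). PP held 5348 counts of it and the PN libraries at most 1 count each (adjusted p = 0.146). Matched random sets had a mean of 0.185 genes in all 3 experiments, and the share of draws with at least 1 gene was 0.171.

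The 11 genes that the study took forward were, in alphabetical order, ARL14EP, ATF1, CENPF, CEP350, CMTM6, CRNDE, CTSS, FNDC3B, IDH1, NEDD4 and QKI. CRNDE is a long noncoding RNA and the other 10 are protein-coding. In the membrane experiment 6 were called higher with DESeq2: IDH1, CENPF, ATF1, QKI, CRNDE and CTSS. Their log2 fold changes ranged from 1.08 (CTSS, SE 0.45, adjusted p = 0.0243) to 2.60 (IDH1, SE 0.44, adjusted p = 2.17e-08). CEP350 rose by less than 2-fold, with a log2 fold change of 0.83 (SE 0.19), as did CMTM6 (0.75, SE 0.39), although both passed 2-fold with TMM factors (1.33 and 1.24). FNDC3B did not differ by more than its error (0.09, SE 0.25), nor did NEDD4 (−0.19, SE 0.32), and ARL14EP lay at −0.65 (SE 0.38, adjusted p = 0.114). The counts behind these values were low in MT, from 3 to 40 per library. With total-count factors 2 of the genes, IDH1 and ATF1, were called higher and 1, ARL14EP, lower, and with TMM factors 8 were called higher. With the replicate block 5 were called, without CTSS (DESeq2 adjusted p = 0.205).

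In the FACS experiment NEDD4, CEP350 and CRNDE were called higher. All 11 had a log2 fold change above 1, and the FP and FN libraries did not overlap for 10 of them, the exception being CRNDE with 9 and 326 counts in FP and 2 and 8 in FN. CEP350 (ENSG00000135837.15, chromosome 1, 179954738 to 180114880) had 688 ± 59.8 normalized counts in FP and 175 ± 71.5 in FN (SD, n = 2 each; log2 fold change 1.98, SE 0.53, DESeq2 adjusted p = 0.0115). FNDC3B (ENSG00000075420.12, chromosome 3, 172039628 to 172401665) had 275 ± 58.7 in FP and 69.2 ± 49.3 in FN (log2 fold change 1.99, SE 0.83, adjusted p = 0.209). NEDD4 had 160 and 66 counts in FP and 2 and 1 in FN, and was at least 31.2-fold higher. Adjusted over the list alone, all 11 passed, which shows no stability because the list was chosen on these data. With edgeR 0 of the 11 were called among 613 genes with an unadjusted p under 0.05.

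In the psoralen experiment 0 of the 9 tested genes were called. Of all genes given a p, including some without an adjusted p, 1170 had an unadjusted p under 0.05. PP exceeded every PN library for 8 of the 11, with 2334 counts of CEP350, 1374 of FNDC3B and 1217 of IDH1 in PP. QKI, CRNDE and CTSS were exceptions. QKI had 37 counts in PP and 1922 in PN 1, CRNDE had 1 count in PP, and CTSS (ENSG00000163131.10, chromosome 1, 150730196 to 150765957) had 0 counts in PP and 7 in PN C2.

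**Figure D3:**
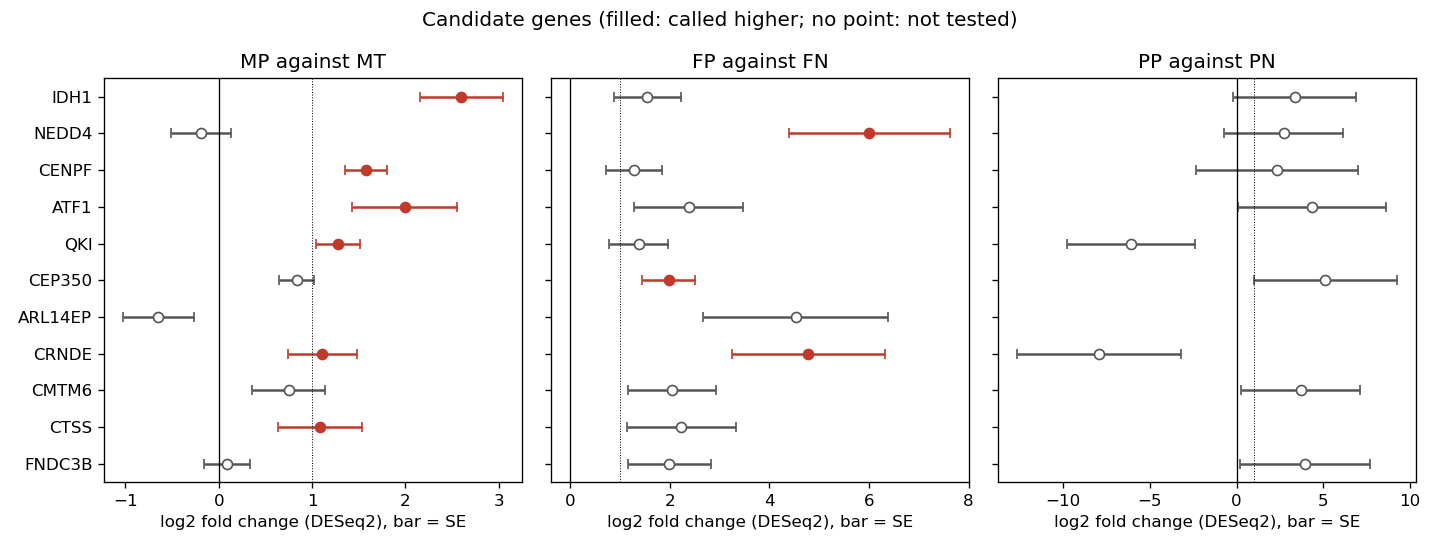
Log2 fold changes of the 11 genes with their standard errors as DESeq2 estimated them in the membrane (MP against MT), FACS (FP against FN) and psoralen (PP against PN) experiments, with filled points for genes called higher, no point for genes not tested, and a dotted line at 2-fold. In the membrane experiment 6 genes are called, in the FACS experiment 3, and in the psoralen experiment 0, where QKI and CRNDE lie below 0.

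Because the study assigned probe-positive cells mainly to monocytes by other assays, monocyte and lymphocyte genes were compared. In the FACS experiment 3 of 11 monocyte genes and 9 of 16 lymphocyte genes could be tested. Their median log2 fold changes differed by 11.62 (2.99 against −8.63), above every one of 10000 pairs of matched random lists (permutation test over the lists, two-sided p = 0.0002, the smallest these draws can give, adjusted over 2 experiments 0.0004). The size of the difference is not a bounded estimate, because the medians use DESeq2 values of genes with 0 counts in FP. The draws took genes independently, whereas genes of a list may move together. The p therefore does not measure the spread between the 2 FP and 2 FN libraries. If the titles are right, these groups also differ in donor. The difference came mostly from the lymphocyte list. All 9 tested lymphocyte genes were lower in both FP libraries than in both FN libraries, where chance gives 16.7% per gene, and 8 were called lower. MS4A1 (ENSG00000156738.17, chromosome 11, 60455752 to 60470760) had 272 and 185 counts in FN and 0 in both FP libraries, and was at least 88.5-fold lower. CD8A had 38 and 40 counts in FN and 0 in FP, at least 15.2-fold lower. Its call was lost with the replicate block (DESeq2 adjusted p = 0.152) and with edgeR's quasi-likelihood test (adjusted p = 0.650). Of the monocyte genes, CD14 had 1 count and LYZ 0 counts over the FP libraries together, and MS4A7 had 96 and 0 counts in FP and 0 and 61 in FN. VCAN was called higher (DESeq2 adjusted p = 2.99e-04) on 395 counts in FP 1 and 0 in FP 2, and CST3 had 57 and 53 counts in FP and 12 and 0 in FN without being called. MS4A7, VCAN and CST3, the 3 monocyte genes tested, were named after their values were seen. In the membrane experiment the lists differed by −0.71 (3 and 7 genes tested, permutation test, p = 0.408, adjusted 0.408), within the range of random lists. The MP libraries held at most 1 count of CD14 and of CD3E, from 6 to 8 of LYZ and at most 2 of NKG7. No gene of either list could be tested in the psoralen experiment.

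The nuclear noncoding RNA MALAT1 (ENSG00000251562.8, chromosome 11, 65497688 to 65506516) took 10.2% ± 0.862 of the counts in MP and 0.362% ± 0.349 in MT (SD, n = 3 each; log2 fold change 5.42, SE 0.75, DESeq2 adjusted p = 5.29e-12). It took 7.24% ± 1.32 in FP and 29.6% ± 7.74 in FN (n = 2 each; log2 fold change −2.36, SE 0.24, adjusted p = 3.22e-20). NEAT1 was higher in MP than in MT (log2 fold change 2.90, SE 0.22) and did not differ between FP and FN (−0.44, SE 0.37, adjusted p = 0.799). In the psoralen experiment MALAT1 had a log2 fold change of 0.13 (SE 3.04).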

Values the study reported

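The study reported 5722 RNAs from its membrane experiment, 1976 from its FACS experiment and 1571 from its psoralen experiment, each at an FDR under 0.15. It gave odds ratios of 4.53 between the membrane and FACS sets, 19.65 between the membrane and psoralen sets and 5.08 between the FACS and psoralen sets. It counted 118 genes in all 3 experiments.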

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

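The tests on MALAT1, NEAT1 and the erythroid list were chosen only after the result was seen.

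Of the named genes reported here, 7 moved in opposite directions in the membrane and FACS experiments, with every library of one group on the same side of every library of the other. The difference of the log2 fold changes, membrane minus FACS, in a fit of all 14 libraries was 8.43 for RPL32, 7.38 for RPS29, 5.84 for MALAT1, 5.40 for RPL37, 2.63 for CWC15, −6.53 for HELLPAR and −8.17 for NEDD4. By a DESeq2 test of that difference over all genes, 0 of the 6 with a p passed (adjusted p from 0.327 for RPS29 to 0.679), and 5 had an unadjusted p under 0.05. RPL32 had none because of an outlying count. NEDD4's fall in MP (log2 fold change −0.19, SE 0.32) did not exceed its error. It also depends on the scaling, since TMM factors gave a log2 fold change of 0.31.

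For genes higher in MP, such as RPL37 and MALAT1, a candidate explanation of the membrane side is that MT holds a background unrelated to expression, against which any expressed gene stands out. Counts per kilobase in FN, which had no part in the membrane comparison, separated genes called higher in MP from the other tested genes with an area under the curve of 0.839. FN is itself a pulldown library, so enrichment by the pulldown would give a high value too, and this test does not tell the explanations apart. For MALAT1, the scaling does not account for the opposite directions, because its plain share of the counts gave the same directions in 10 of 10 membrane and FACS libraries. A larger nuclear share in FN would also lower NEAT1 in FP. Its log2 fold change was −0.44 (SE 0.37), in that direction but smaller than the −2.36 of MALAT1. As 1 gene with overlapping libraries, NEAT1 does not decide on that explanation. Donor and group coincide in the FACS experiment by the titles, but not by the study's description or the file headers. A background in MT bears on the membrane side alone and leaves the FACS side unexplained. No biological explanation was tested.

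The ribosomal protein genes as a family were all higher in MP (81 of 81 tested, median log2 fold change 6.06) but divided in the FACS experiment, with 40 of 68 lower and 28 higher (median −0.24), 14 called lower and 0 called higher. The sign of that median depends on the scaling, since it was 0.0299 with total-count factors. All tested genes moved along with it, from a median of 0.04 to 0.36, and the family stayed below them. Size factors shift all genes nearly alike, so the family's position could hardly have changed, and this does not test the scaling. Transcript length was tested as a cause, and only a share of 0.00330 of 10000 lists matched on mean count and transcript length had a median as low, so length alone does not account for it. Reads of RPL32 and RPS29 can be shared with pseudogenes, which was not tested.

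A list of 14 erythroid genes (HBG1, HBG2, GATA1, RHAG and others), which no comparison of the study used, took 2486 ± 44.5 CPM of the nuclear counts in MP (SD, n = 3) and from 162 to 246 in the 3 MT libraries. It took 1614 ± 449 in FN and 1125 ± 146 in FP (n = 2 each). Without HBG1 and HBG2 the order was reversed, with 472 and 589 CPM in FN and 721 and 951 CPM in FP. Foetal globin genes HBG1 and HBG2, near-identical and so summed, had from 1644 to 1951 counts in MP, from 1250 to 1492 in FN and from 319 to 343 in FP. The adult gene HBB had at most 1 count in these 7 libraries. Red cell precursors of adult blood are an unlikely source, since HBB exceeded HBG1 and HBG2 in 0 of the 7. RNA of erythroleukaemia-type cells is a candidate explanation as a hypothesis: without HBG1 and HBG2, the list took a larger share than lists of 15 epithelial and 15 embryonic kidney genes in 7 of the 7. PP goes against it, with 2250 counts of HBG1 and HBG2 but 2.75 CPM on the rest of the list, below the 8.24 CPM of the epithelial list. In FN and FP, RHAG alone had from 479 to 801 counts, while GATA1 had 2 or 3, against 100 to 126 in MP. Without RHAG as well, the list stayed above both others in all of the 7 libraries except FN 2. In FN 2 the list held 2147 counts, with 1492 on HBG1 and HBG2 and 479 on RHAG. What is left lies below the 182 counts of the epithelial list. In MP the margin over the epithelial list became small. The criterion of the test on lists was made stricter after the values were seen. That test cannot separate erythroleukaemia-type cells from other erythroid sources. PRAME, chosen after its values were seen, had from 1964 to 2317 counts in MP, 1117 and 1136 in FN, and 1491 and 1583 in FP. It had 2819 in PP, 115 in PN 1, 2 in PN C1 and 34 in PN C2. The MT libraries, which are shallower, had from 0 to 8. A mixture of samples at the bench or at the indexing step was not tested.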

How the results depend on the processing

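The main designs and the alternatives were fixed before the data were examined, except the adjustment for gene length. Calls in the membrane experiment stayed within 1.5 times the main counts of 3629 higher and 6179 lower genes under edgeR, an adjusted p under 0.05, both other size factors and the replicate block. They ran from 3424 to 3580 higher and from 5595 to 6160 lower genes over the 6 fits that each left out 1 replicate. The exceptions were the filter at a mean over 20 (2073 higher, 1066 lower), no filter (16599 lower) and the fit of all 14 libraries (202 higher, 12435 lower). Factors adjusted for gene length gave 5251 higher and 5079 lower genes, moving the higher share from 37.0% to 50.8%. Filters moved it too, to 66.0% at a mean over 20 and 18.5% with none. The median log2 fold change of all tested genes went from −0.64 to 0.30 with the length adjustment, and to −5.70 in the fit of all 14 libraries. The cause of the changes with the filters and in the fit of all 14 libraries was not tested.

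In the FACS experiment, 118 higher and 252 lower genes became 5 and 46 with edgeR, 44 and 150 at an adjusted p under 0.05, 382 and 474 at a mean over 20, and 0 and 0 in the fit of all 14 libraries, where 286 genes had an unadjusted p under 0.05. Higher genes numbered 244 with total-count factors and 186 without a filter. With each replicate left out and no test, from 107 to 115 of the 118 higher genes stayed over 2-fold, which says little because they were chosen for that on the same libraries. With the replicate block, 77 genes were higher and 207 lower, and PTGES3 was not called (DESeq2 adjusted p = 0.182). Same-numbered FP and FN libraries did not deviate together (r = −0.00272), and titles give them different donors. In the membrane experiment the paired fit gave 3100 higher and 5672 lower genes (r = −0.064). No paired analysis was possible for the psoralen experiment because its groups share fewer than 2 replicate numbers.

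In the psoralen experiment, 14 higher and 1408 lower genes became 0 and 0 with edgeR (0 genes at an unadjusted p under 0.05), 79 and 603 with total-count factors, 118 and 505 with TMM, 0 and 500 without a filter (1068 at an unadjusted p under 0.05), 70 and 836 at a mean over 20, 0 and 556 at an adjusted p under 0.05 (1170 at an unadjusted p under 0.05), and 269 and 7396 in the fit of all 14 libraries. Without a test 771 genes were higher. With each PN library left out, all 14 higher genes stayed over 2-fold, which their choice on the same PP library makes nearly certain. The cause of these changes was not tested.

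The odds ratio of membrane and FACS stayed below 1 under total-count and TMM factors, no filter and an adjusted p under 0.05. It was 0.846 (Fisher's exact test, p = 0.209) at a mean over 20 and 1.00 with edgeR. That of membrane and psoralen stayed above 1, from 2.01 (TMM) to 8.35 (all 14 libraries), in each alternative that gave a value. That of FACS and psoralen fell to 0.680 with total-count factors and 0.204 at a mean over 20. Where a set was empty, no ratio could be computed: for edgeR, no filter and an adjusted p under 0.05 in the pairs with psoralen, and for the fit of all 14 libraries in the pairs with FACS. Genes higher in all 3 experiments numbered 1 (PTGES3) in the main comparison and at a mean over 20, 2 with total-count factors (PTGES3 and SMIM30), 3 with TMM (PTGES3, CEP350 and PDCD2), and 0 with edgeR, no filter, an adjusted p under 0.05 and the fit of all 14 libraries. SMIM30 and PDCD2 were named after their values were seen. The 4 counts of 0 follow from an empty set in 1 of the experiments. The cause of the other changes was not tested.

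Of the 11 genes taken forward, 6 were called in the membrane experiment, against 8 with TMM, 5 with the replicate block, 2 with total-count factors and 0 in the fit of all 14 libraries. In the FACS experiment 3 were called, against 0 with edgeR, 8 with total-count factors, 11 at a mean over 20 and 0 in the fit of all 14 libraries. With the replicate block CRNDE was lost (DESeq2 adjusted p = 0.195) and ARL14EP gained (0.143). In the psoralen experiment 0 were called, against 1 with TMM (CEP350) and 2 in the fit of all 14 libraries (CEP350 and CMTM6). Called lower in PP were 1 at a mean over 20 (QKI) and 3 in the fit of all 14 libraries (QKI, CRNDE and CTSS). Directions reversed in the membrane experiment in the fit of all 14 libraries, with log2 fold changes of −0.55 for CENPF, −0.20 for ATF1, −0.88 for QKI, −1.32 for CEP350, −1.01 for CRNDE, −1.49 for CMTM6, −1.09 for CTSS and −2.06 for FNDC3B, and with total-count factors for FNDC3B (−0.51). In the fit of all 14 libraries the named genes fell by similar amounts in the membrane experiment, whatever their direction. RPL37 went from 5.68 to 3.57 and TTN from −3.53 to −5.69. The reversals in that fit are therefore part of a common shift, not separate changes of single genes. With TMM factors NEDD4 reversed to 0.31. MALAT1 in the psoralen experiment reversed to −0.52 with edgeR and −0.31 in the fit of all 14 libraries. Of 482 values of single genes under alternatives, including these 12 reversals, 388 kept their direction and side of the threshold on adjusted p (2-fold changes aside), 59 were weaker and 23 stronger.

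The marker list difference in the FACS experiment was 11.92 at a mean over 20 and 10.44 with edgeR. In the membrane experiment edgeR gave −0.71, and a mean over 20 left too few genes to compute it. The mitochondrial share of MP exceeded that of MT by 12.1 percentage points, by 14.6 without the 10 most-counted nuclear genes, and by 10.7 to 13.1 with each replicate left out. The difference in genes listed at equal depth, MP minus MT, was −19685, −3627 with at least 5 counts, and from −19903 to −19562 with each replicate left out. Depth is 1 limit of the psoralen result: PN C1, with 22406 counts, cannot show shares under 134 CPM. Spread between its libraries is another. In simulated counts DESeq2 recovered 189 of 200 genes at a dispersion of 0.1 and 43 of 200 at 6.89.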

Other observations

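The tests on leukocyte genes and on replicate noise were chosen only after the result was seen.

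The MT libraries listed more genes than the MP libraries, and library size does not account for it, since the difference at equal depth was 19685 genes. Reads from genomic DNA in MT are a candidate explanation. Olfactory receptor genes, which blood cells are not expected to transcribe, had at least 1.12 times the counts per kilobase of other protein-coding genes in each MT library and at most 0.0530 times in MP, and 73.8% ± 6.05 of the 400 genes had counts in MT (SD, n = 3) against 8.83% ± 0.382 in MP. PN C2 had a ratio of 0.334. Genomic DNA remains as an explanation, with no biological one tested. Such a background would raise any gene with RNA in the membrane comparison, but the area under the curve of 0.839 for FN counts per kilobase would also follow from enrichment by the pulldown. The number of higher calls rose from 3629 to 5251 with factors adjusted for gene length. TMM factors, which do not use length, also raised it, to 4620, so an effect of length was not separated from one of the scaling, and whether the same genes were called was not tested.

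Among the 4 splits of the 6 membrane libraries that part all 3 same-numbered pairs, 1, the real one, gave as many as 9808 called genes, and the other 3 gave 0. The 6 splits that part 1 pair gave 0 as well. With so few splits the share cannot fall under 0.05.

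The 1 gene shared by all 3 experiments is in line with calls that depend on how highly a gene is counted, since a share of 0.171 of the matched random draws gave as many. A count of 1 decides little. Of the pairs, membrane and FACS went against that explanation, with 32 genes shared where 95% of matched draws had from 38 to 56. The 11 of membrane and psoralen lay at the edge of their range (from 4 to 11), and the 1 of FACS and psoralen lay within its range (from 0 to 2).

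The DESeq2 calls in the FACS experiment may in large part come from replicate noise. In counts simulated with every gene at the median dispersion of the FACS libraries 85.6% of the calls were false.

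The file headers of the FACS libraries carry other sample tags than the titles, with the same-numbered FP and FN libraries sharing a tag. If they shared a cell sample, they could deviate together from their groups, but the correlation of their deviations was −0.00272. Same-numbered MP and MT libraries, which share a donor in their titles, gave −0.064. The measure therefore cannot decide whether the FP and FN libraries shared a sample. The FP and FN difference was also set against the difference of donors B and A in the membrane experiment. Over 3713 genes the correlation was 0.0408 in MP and 0.00563 in MT. The MT value says little if MT is mostly background, and a donor difference in the FACS comparison is not ruled out. Correlations are across genes, which are not independent replicates.

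CD14, LYZ, CD3E and MS4A1 were at or near 0 in the MP, FP and PP libraries. RNA from cells other than blood mononuclear cells is a possible explanation: 20 leukocyte genes took a lower share of the nuclear counts than 20 cell cycle genes in 5 of these 6 libraries, PP being the exception, but they took a higher share in 1 of the 2 FN libraries only. The test does not settle the question, and the pattern cannot be told apart from that explanation.

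The number of genes higher in the membrane experiment was 3629. That is lower than the value quoted from the study above. The number higher in the FACS experiment was 118. That is lower than the value quoted from the study above for that experiment. The number higher in the psoralen experiment was 14. That is lower than the quoted value too. In either direction 9808, 370 and 1422 genes were called in the membrane, FACS and psoralen experiments, and 1408 of the 1422 were lower in PP. The odds ratio of the membrane and FACS sets was 0.599. That is lower than the quoted one and on the other side of no association. The ratio here covers the 6468 genes tested in both experiments. The study does not state its background set of genes, and the side depends on that set. A background of all 64837 counted genes would raise the ratio, since nearly all the added genes were called higher in neither experiment. The side found here is therefore no evidence against the quoted ratio. The odds ratio of the membrane and psoralen sets was 4.78. That is lower than the quoted one. This ratio covers the 3143 genes tested in both experiments, and the wider background would raise it too, so the order may not hold. The odds ratio of the FACS and psoralen sets was 4.58. That is near the quoted one, but it rests on 1 shared gene and fell to 0.680 and 0.204 under 2 alternatives. It covers the 2437 genes tested in both experiments and would also rise with the wider background, so the nearness may not hold. The number of genes in all 3 experiments was 1. That is lower than the quoted number.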
